A study of Homo sapiens with 2 samples. Its data were reported in "MTR4 drives liver tumorigenesis by promoting cancer metabolic switch through alternative splicing" (2020).

How the data were processed

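RNA immunoprecipitation followed by sequencing (RIP-seq) was used to find RNAs bound by MTR4, an RNA helicase that works with the nuclear exosome, the complex that trims and degrades RNA in the nucleus. PLC/PRF5 cells, an established hepatocellular carcinoma cell line, overexpressed MTR4 carrying an HA tag. An antibody against HA, or IgG as a control, was added to the lysed nuclei. The RNA captured with it on beads was sequenced. The series held 2 libraries, 1 for each antibody, and the groups were taken from the antibody named in the labels. The title of the IgG library calls it an input, so whether it served as an antibody control or as an input is not settled by the labels. No replicate existed for either antibody.

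Per the methods of the study, adapters were trimmed, the reads were mapped to the hg19 genome with TopHat v2.0.13, and peaks were called with RIPSeeker, which divides each chromosome into bins and separates bound from unbound bins with a hidden Markov model. The authors annotated the peaks with Homer and searched them for motifs with MEME-ChIP. The settings of the peak caller, the way the IgG library entered the call and the steps between the call and the deposited list were not stated. The 1 file analysed here was the deposited peak list, which gives a position, a name with a running number, a score and a strand for each peak. The score in the deposited list took only 2 values, 60 and 1, and the authors' list holds no read count, fold enrichment or p-value for any peak. The score was 1 at exactly the positions whose name was listed at 2 places, as a mapping quality would be, so it was not treated as a measure of enrichment and no peak was ranked by it. The strand was + at every position and was not used. The number of reads in each library is unknown from this list, so the depth behind a peak cannot be given, and peaks in the IgG library were not analysed here.

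Positions were compared with the GRCh37 sequence, which is the same build as hg19, and with GENCODE release 44 mapped to GRCh37. Names listed at 2 positions were checked against the sequence, and all 3 of them had identical sequences at both places. Coordinates are given counting from 1. The tests used the 3303 positions on the 24 assembled chromosomes and left out the 1 position on an unplaced scaffold. Each position was classed by its midpoint in the order coding exon, 5' UTR, 3' UTR, noncoding exon, intron and intergenic, over all annotated transcripts. A position was assigned to the strand of the gene at its midpoint, with protein-coding genes before others and longer genes before shorter ones.

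Shares have Wilson 95% confidence intervals, which cover counting error within this list only. Counts per chromosome were compared with 1000 random allocations in proportion to sequenced length, with Benjamini-Hochberg adjustment over the 24 chromosomes. Distances between neighbouring positions were compared with 1000 random placements on the same chromosome, in which positions could overlap. The intronic share was compared with 1000 random placements in the annotated genes of the same chromosome. Each of these comparisons is a two-sided permutation test of positions, and the smallest value that 1000 draws can give is 0.002. Motifs were sought on the strand of the gene, and each peak was paired with 1 window of 400 bases drawn from the same gene outside all peaks, or within 100 kb for a peak outside genes. Pairs were compared by a two-sided exact McNemar test, with Benjamini-Hochberg adjustment over the 5 sequence features tested. The poly(A)-like motif was searched as TAAAAA[AT]A[AC][AT]AA and the other motif as CCA[CGT]C, where brackets hold the bases allowed at a position. The study's notation for the latter allows another reading, CCAG[CGT]C, which was run as an alternative. A position held 1 or more matches or none. A peak fell in a gene of a list if it shared at least 1 base with it. Lists of 28 glycolysis genes and 121 cell cycle genes were compared with 10000 random lists of protein-coding genes matched on gene length in 10 bins, with Benjamini-Hochberg adjustment over both lists. Peaks and genes of 1 library are not replicates, so each p-value describes this list against a random model and does not compare MTR4 with IgG.

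The tests, both gene lists, the motif patterns, 30 alternatives and a rule for naming genes were fixed before the data were examined. The rule named SLC2A1 (GLUT1), PKM, MTREX (the gene of MTR4), the 5 genes with the most peaks, the glycolysis genes with a peak, the 5 peaks with the highest score and the 5 widest peaks. The score has 2 values and the width has 1, so the last pair of rules could not be applied. Of the 5 genes with the most peaks, 1 is not reported here. The alternatives fixed at that time changed the gap between neighbours, the class of a position, the placement model, the strand, the motif pattern and the list match. Of these 30 alternatives, 10 could not be run. Others were added after the data were seen: the positions of names listed once, exons of canonical transcripts, placement in the same gene, a gap of 10000 bases together with placement in genes, windows of the same feature class, windows within 2 percentage points of GC content, pairs without an Alu marker, and lists matched on chromosome. The Alu markers were 2 short sequences of the Alu repeat consensus, TGTAATCCCAGC and GGGAGGCTGAGG, sought on either strand. They were not checked against a repeat annotation. Lists of ubiquitous machinery genes and of tissue-restricted families were taken from gene symbol prefixes, which also bring in some related genes with other roles.

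The tests were run in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pysam 0.24.0, and plots were drawn with Matplotlib 3.10.9. They were tested on simulated data first. Of 100 simulated unchanged gene lists the list test called 4%, of 50 unchanged motif sets the paired test called 6%, and of 100 unchanged placements on 1 chromosome with 567 positions the placement test called 9%. All 3 tests called 100% of the simulated sets with a built-in change.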

Results

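To describe which RNAs MTR4 bound in hepatocellular carcinoma cells, the list of peaks called from the anti-HA library of PLC/PRF5 cells overexpressing MTR4-HA was examined on hg19. The design holds 1 MTR4-HA RIP library and 1 IgG control library, so no difference between antibodies could be tested and no value below has a replicate. The list held 3304 positions under 3301 peak names and covered 1321600 bases. Every position was 400 bases wide, so the list does not carry the extent of each bound region. The authors' score was 60 at 3298 positions and 1 at 6 positions. These 6 belonged to 3 names that were each listed at 2 places. Peak numbers ran from 11 to 5383, and 2082 of the numbers up to 5383 had no listed position. Thus 61.3% of the numbers were represented. Merging peaks within 1000 bases of each other, the alternative that moved the number of peaks most, left 3267 regions.

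The distribution of the peaks over the genome was then compared with chromosome length. Of the 24 assembled chromosomes, 6 held 99.6% of all positions. Chromosome 3 held 1277 positions, chromosome 15 held 818, chromosome 22 held 567, chromosome 10 held 516, chromosome 20 held 77 and chromosome 7 held 37. Another 7 chromosomes held 11 positions in all, and the remaining 11 chromosomes (1, 5, 8, 9, 11, 12, 16, 17, 18, 19 and 21) held none. Chromosomes 3, 10, 15 and 22 together held 96.2% of the positions, whereas their sequenced length would give 15.5%. Counts differed from those expected by length on 23 of 24 chromosomes, with 4 higher and 19 lower (permutation test, adjusted p = 0.00208 for each, from the smallest p the draws can give). Chromosome 20 did not differ, with 77 positions against 68.8 expected (permutation test, adjusted p = 0.336). Expecting peaks in proportion to gene bases in place of length also gave 23 chromosomes. The chromosomes without a peak carry 53.9% of protein-coding genes. Hence the absence of a peak from a gene on those chromosomes cannot be read as absence of binding.

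**Figure D1:**
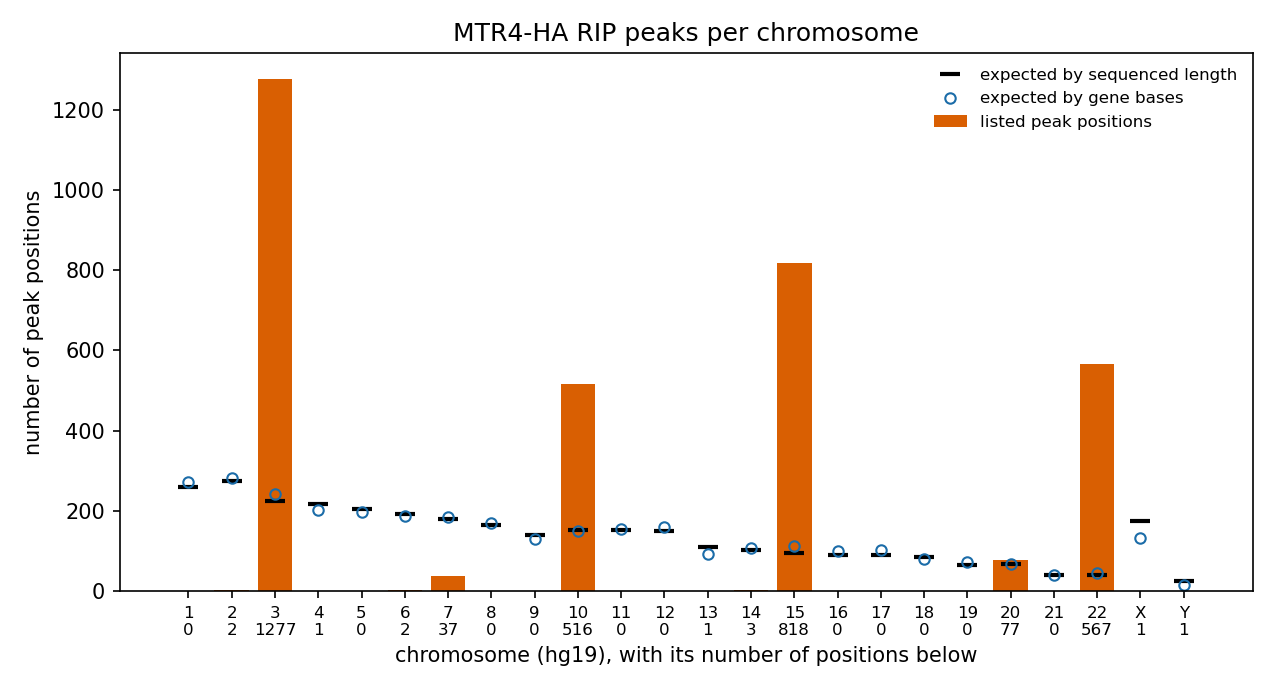
Number of listed MTR4-HA RIP peak positions on each assembled chromosome (bars), with the number expected from sequenced length (black dashes) and from gene bases (open circles) and the number of positions under each chromosome. Chromosomes 3, 15, 22 and 10 stand far above both expectations with 1277, 818, 567 and 516 positions, and 11 chromosomes have none.

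Neighbouring peaks can be parts of 1 bound transcript, so the spacing was examined. In 37 pairs of neighbours the gap was at most 1000 bases, against a mean of 38.6 ± 6.14 (SD over 1000 random placements; permutation p = 0.881). Random positions could lie at any distance and even overlap, whereas no listed starts were closer than 700 bases. This comparison therefore cannot decide whether close peaks are more or less common than at random. The result depended on the gap. Within 10000 bases there were 1045 neighbouring pairs, against 274.1 at random (permutation p = 0.002). The median distance between neighbouring starts was 24600 bases and the smallest was 700 bases.

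To address whether MTR4 binds pre-mRNA, each of the 3303 positions on assembled chromosomes was classed by the annotation at its midpoint. A gene was present at 95.7% of the positions (95% CI 94.99 to 96.37), against 67.9% of random placements on the same chromosomes (permutation p = 0.002). A protein-coding gene was present at 89.3%. Introns held 46.7% of the positions (95% CI 45.02 to 48.42) and coding exons held 23.3% (95% CI 21.8 to 24.7). The 3' UTR held 13.4%, noncoding exons held 8.05%, the 5' UTR held 4.30% and intergenic sequence held 4.27%. Among positions in genes, 48.8% were intronic, against a mean of 90.8% for random placement in genes (range of 1000 placements 89.1 to 92.3; permutation p = 0.002). The intronic share was thus lower than the share of gene sequence that introns occupy. Exons held the other 51.2% (1619 positions), which was 5.54 times the random share of 9.24%. The alternative that moved the share most called a peak exonic if any base lay in an exon, which left 34.9% intronic against 84.6% at random (permutation p = 0.002). Placing each peak at random in its own gene gave 82.8%, still above the observed share (permutation p = 0.002). Random placement on gene sequence does not reflect how much intronic and spliced RNA the nuclei held. No IgG or input peaks were analysed, so these comparisons do not decide whether MTR4 prefers pre-mRNA.

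**Figure D2:**
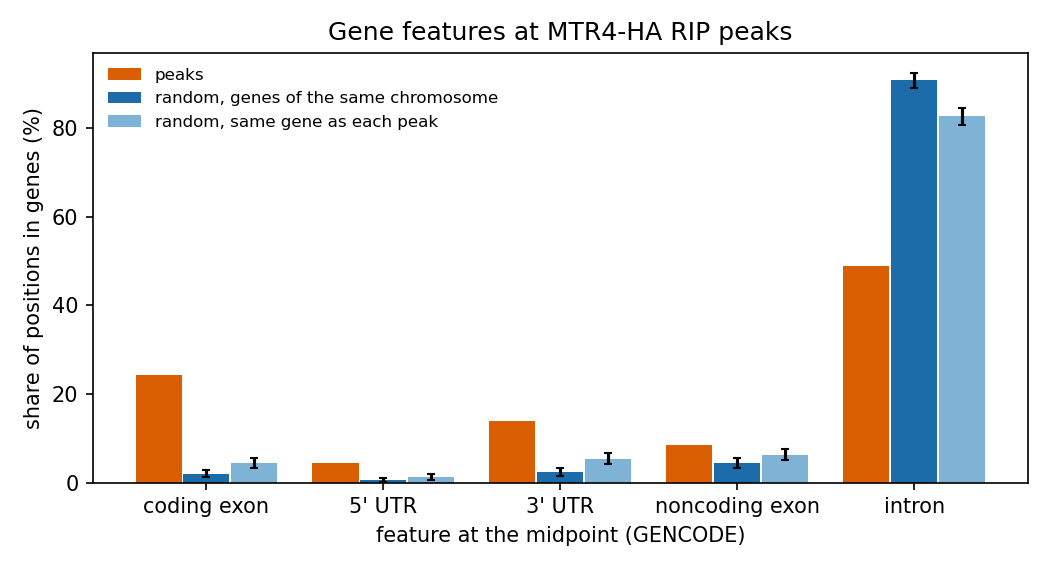
Share of positions in genes (percent) that fall in each annotated feature, for the listed peaks (orange), for random placement in genes of the same chromosome (dark blue) and for random placement in the gene of each peak (light blue); bars of random placement are means over 1000 placements and error bars give their lowest and highest values. The intronic share of peaks is 48.8%, below 90.8% and 82.8% at random, and all 4 kinds of exon are above their random share.

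The intronic share was not alike on all chromosomes. On chromosomes 3, 10, 15 and 22 together, 48.2% of 3178 positions were intronic (95% CI 46.4 to 49.9). On chromosomes 7 and 20 together, 7.02% of 114 positions were intronic (95% CI 3.60 to 13.2; two-sided Fisher's exact test, p = 5.15e-21). These 2 sets were formed after the counts per chromosome were seen. On each of the 6 chromosomes the share among positions in genes was below random placement (permutation test, adjusted p = 0.002 for each, the smallest the draws can give).

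At the level of genes, 1404 of 20136 protein-coding genes shared at least 1 base with a peak. On the 6 chromosomes with most peaks, 1400 of 4358 protein-coding genes had a peak (32.1%). FNDC3B (ENSG00000075420, chromosome 3, 171757368 to 172119459, + strand) held the most, with 54 peaks, of which 53 lay in introns of the canonical transcript. Random placement in the genes of chromosome 3 gave a mean of 3.50 peaks there and never more than 11 (permutation p = 0.002). UNC13C (ENSG00000137766, chromosome 15, 54270398 to 54920905, + strand) held 23 peaks against a random mean of 8.57 (permutation p = 0.002). SNHG14 (ENSG00000224078, chromosome 15, 25223730 to 25665483, + strand), a long noncoding RNA gene, held 22 against 5.85 (permutation p = 0.002). ROBO1 (ENSG00000169855, chromosome 3, 78646389 to 79817148, − strand) held 21 against 11.3 (permutation p = 0.0260). These genes were picked for their counts, so their p-values are not adjusted for that choice.

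The study focused on the glycolytic genes PKM and SLC2A1. PKM (ENSG00000067225, chromosome 15, 72491370 to 72524160, − strand) encodes pyruvate kinase and held 4 peaks, against a mean of 0.42 for random placement in genes of chromosome 15 (permutation p = 0.00599). The study named RIP primers after peaks 2415 and 2416, and reported from RIP assays that MTR4 bound PKM introns. PKM may thus have been chosen with this list in view, so its p-value is not independent evidence. Random placement also does not account for how strongly PKM is transcribed. In the canonical transcript of 11 exons, peak 2418 (72514692 to 72515091) lay in intron 1, peak 2417 (72509022 to 72509421) in intron 3, peak 2416 (72496947 to 72497346) in intron 8 and peak 2415 (72493692 to 72494091) in intron 9. None of them overlapped a canonical exon, although a noncoding transcript has an exon at the midpoint of peak 2415. Other transcripts of PKM use a coding exon at 72495363 to 72495529, inside canonical intron 8. Peak 2416 lay 1418 bases from that exon and peak 2415 lay 1272 bases from it. Neither the poly(A)-like motif nor a run of 8 A was present in any of the 4 peaks on the PKM strand. The CCA(G/C/U)C motif occurred 2 times in peak 2415, 1 time in each of peaks 2416 and 2417, and 0 times in peak 2418. SLC2A1 (ENSG00000117394, chromosome 1, 43391024 to 43424564, − strand), which encodes GLUT1, and MTREX (ENSG00000039123, chromosome 5, 54603817 to 54721407, + strand), which encodes MTR4, had 0 listed peaks. Both lie on chromosomes without any listed peak.

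**Figure D3:**
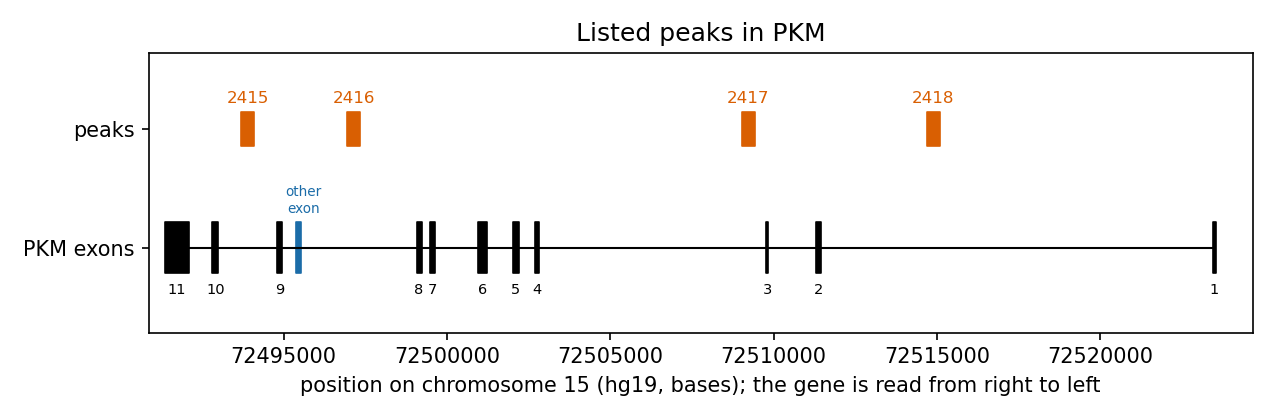
Map of PKM on chromosome 15 (hg19, position in bases), with the 11 exons of the canonical transcript (black, numbered), a coding exon used by other transcripts (blue) and the 4 listed MTR4-HA RIP peaks (orange, with their peak numbers). The gene is on the − strand and is read from right to left, and peaks 2418, 2417, 2416 and 2415 lie in canonical introns 1, 3, 8 and 9.

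The study related MTR4-bound transcripts to metabolism and the cell cycle through enrichment of annotated pathways. Fixed lists of glycolysis genes and of cell cycle genes were tested here. Glycolysis is only a part of metabolism, so its list does not test the wider metabolic claim. Of 28 glycolysis genes, 3 had a peak, against a mean of 1.90 in length-matched random lists (permutation p = 0.587, adjusted p = 0.587). They were PKM, HK1 (chromosome 10, 71029740 to 71161640) with 1 peak and PFKP (chromosome 10, 3108525 to 3179910) with 2 peaks. Only 7 of the 28 genes lie on the 6 chromosomes with most peaks, so most of the list could not be assessed. Matching the random lists also on chromosome moved the mean to 2.23 (permutation p = 0.783). Of 121 cell cycle genes, 17 had a peak, against a random mean of 9.10 (permutation p = 0.0142, adjusted p = 0.0284). Adding the match on chromosome gave a random mean of 10.4 (permutation p = 0.00700). The random lists were not matched on expression, and a list of 211 ubiquitous machinery genes was also above its random mean.

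Finally, the 2 motifs that the study assigned to MTR4 were sought in 3298 peaks and in windows of the same genes, and 5 peaks had no such window. The study also mutated motifs in PKM and GLUT1 minigenes, which are short constructs of these genes, and reported a loss of MTR4 binding. The search here concerns only how often the motifs occur in peaks and does not test that result. The notation of the second motif can be read as CCA(G/C/U)C or as CCAG(G/C/U)C, and the first reading was used as the main one. The poly(A)-like motif was present in 2.82% of peaks and in 5.09% of windows, so it was less common in peaks (exact McNemar test, p = 1.91e-06, adjusted p = 4.76e-06). It kept this direction over all 6 alternatives tried, but the difference was no longer past the threshold against windows of the same feature class, with 2.97% of peaks and 3.63% of windows (exact McNemar p = 0.168), or in pairs without an Alu marker, with 1.77% and 2.56% (p = 0.0645). The CCA(G/C/U)C motif was present in 73.3% of peaks and 74.0% of windows, which did not differ (exact McNemar p = 0.526, adjusted p = 0.572). This short motif was present in most windows of 400 bases. Read as CCAG(G/C/U)C, the motif was less common in peaks, with 43.2% against 46.6% (exact McNemar p = 0.00362), and so was CCA(G/C/U)C against windows of the same GC content, with 72.1% against 74.8% (p = 0.00820). The peaks had a mean GC content of 46.6%, against 43.8% in the windows, and GC content was higher in the peak in 1865 pairs and in the window in 1405 (two-sided exact sign test, p = 9.00e-16).

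**Figure D4:**
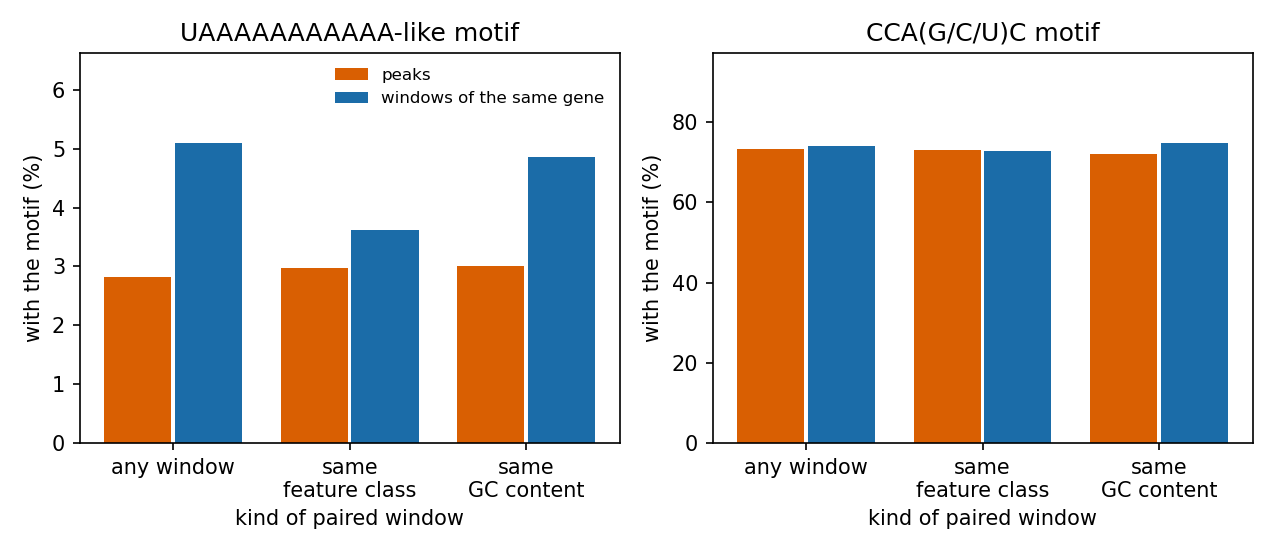
Percent of MTR4-HA RIP peaks (orange) and of paired windows of the same gene (blue) with the poly(A)-like motif (left) and the CCA(G/C/U)C motif (right), for any window, a window of the same feature class and a window of the same GC content; the vertical scales differ between the panels. The poly(A)-like motif is in 2.82% of peaks and 5.09% of any windows, and the CCA(G/C/U)C motif in 73.3% and 74.0%.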

Values the study reported

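The study reported that MTR4 bound an intronic region in 1619 of 3301 bound transcripts. It analysed the sequences of 3301 peaks for motifs.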

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

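Of 36 alternatives computed, 25 kept the direction and the side of the threshold (or, for counts, stayed within 1.5 times), 2 became weaker, 3 became stronger and 6 reversed. No paired analysis was possible because each antibody had 1 library and the peak list has no value per library. Of the 30 alternatives fixed in advance, 10 were not run: 8 needed a graded score, 1 needed peaks of different widths, and 1 needed masked repeats, while the reference sequence used here has 0 lower-case bases.

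The number of peaks (3267 to 3304) and the number of chromosomes with a count away from expectation (23 under each alternative) did not depend on the settings tried. The intronic share of peaks ranged from 34.9% to 58.5% over its alternatives and stayed below random placement in all of them. The glycolysis list (permutation p from 0.573 to 0.783 over its alternatives) and the cell cycle list (p from 0.00700 to 0.0174) also kept their calls.

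Clustering changed with the gap limit. At 1000 bases 37 neighbouring pairs lay just under the random mean of 38.6. At 10000 bases 1045 pairs lay above random placement on the chromosome (274.1) and in genes (368.9, a pairing of settings added after the data were seen), and at 100000 bases 2461 pairs lay above 1763.9. Against placement in genes, the 37 pairs at 1000 bases were below the mean of 55.2 (permutation p = 0.00799). No neighbouring starts were closer than 700 bases, while random positions could lie closer or overlap. The comparisons at 1000 bases, including the lower count than in genes, therefore cannot show whether peaks cluster or avoid each other. How far this accounts for the change between limits was not tested.

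The lower share of the poly(A)-like motif in peaks became weaker against windows of the same feature class (2.97% of peaks, exact McNemar p = 0.168) and in pairs without an Alu marker (1.77%, p = 0.0645), and p ranged from 3.98e-17 to 0.168 over the alternatives. The CCA(G/C/U)C share did not differ from any windows of the same gene. It reversed without passing the threshold on both strands (91.2% of peaks against 90.6%, exact McNemar p = 0.373), against windows of the same feature class (73.2% against 72.9%, p = 0.833) and without an Alu marker (71.2% against 69.6%, p = 0.203). It passed the threshold with the other reading, CCAG(G/C/U)C, (43.2%, exact McNemar p = 0.00362) and against GC-matched windows (72.1%, p = 0.00820). The cause was not tested. Since read depth is unknown, whether weakly bound or little transcribed RNAs were missed cannot be judged from the list.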

Other observations

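The tests of chromosome content, of peak numbering between chromosomes and within genes, of the grid of peak starts, of FNDC3B, of chromosomes 7 and 20, of exons in the peaks, of peaks in the 5' part of genes and of machinery genes by chromosome were chosen after the pattern was seen. The test of the machinery list against random lists and that of the position of intronic peaks were chosen after other results but before their own values were known. No replicate, input signal, copy number or expression value was used here.

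The concentration of 99.6% of peaks on 6 chromosomes is the most unusual feature of the list. Chromosome length and gene content are argued against as the cause, because 1480 positions would be expected by gene bases on the 11 chromosomes that have none. Removal of lines after the peaks were numbered is also argued against, since only 11 peak numbers are free outside the chromosome blocks, far fewer than those expected positions. Of these, 10 come before the first block, on chromosome 10, and 1 lies between chromosomes 7 and X. Removal before numbering remains open. The starts of the peaks give a further hint. On chromosomes 3, 10, 20 and 22 distances between starts of uniquely listed names were all multiples of 100 bases, and on chromosome 15 they were multiples of 105. Bin sizes of 150 to 299 bases at which every such start falls on 1 of 2 offsets were then sought. Starts on chromosomes 3, 10, 20 and 22 fit bins of 200 bases, those on chromosome 7 fit bins of 205 and those on chromosome 15 fit bins of 210. This is consistent with a call made chromosome by chromosome, with a bin size chosen for each. Whether such separate calls left chromosomes out, for example where a fit failed, was not tested. Complete loss or silence of the chromosomes without a peak in PLC/PRF5 cells could not be tested in this series, since it measured neither copy number nor expression. The study did detect MTR4 protein in these cells, and its RIP assay with PCR reported MTR4 binding to GLUT1 RNA. The genes of MTR4 and GLUT1 lie on chromosomes 5 and 1, so complete loss or silence is argued against for those chromosomes. The annotation places 111 of 211 ubiquitous machinery genes on the chromosomes without a peak, against 113.8 expected from those chromosomes' share of all protein-coding genes. This count comes from the annotation alone and is fixed whatever the state of the cells. It shows only that complete loss or silence would affect many genes that a dividing cell cannot do without. The lack of peaks in these genes adds nothing, since the chromosomes were chosen for having none. For the other chromosomes without a peak, loss or silence remains open. Smaller differences in copy number or transcription between chromosomes remain open for all of them.

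The share of peak numbers that kept a listed position differed between chromosomes as well. It was 30.2% on chromosome 10, 56.4% on chromosome 22, 77.6% on chromosome 15, 85.9% on chromosome 3 and 100% on chromosomes 7 and 20. Chromosome 10, with the lowest share kept, also had the lowest share of positions in genes of the 6 chromosomes, 87.4%. The share in genes was 96.8% on chromosome 22, 97.7% on chromosome 15, 97.1% on chromosome 3 and 100% on chromosomes 7 and 20. The cause of the differences between chromosomes was not tested. Within chromosomes, a filter that removed peaks outside genes may account for some of the missing numbers. Among neighbouring listed peaks, 592 gaps that left a gene had a missing number, against 535.5 when missing numbers were permuted within chromosome and distance (range of 10000 permutations 505 to 571; p = 0.0002, the smallest they can give). Such a filter cannot be the whole cause of the missing numbers, because 270 of 1827 neighbouring pairs within 1 gene also had a missing number, and 141 positions in no gene were still listed. Thus the high share of peaks in genes, 95.7%, may in part reflect filtering before the list was deposited. On chromosomes 7 and 20 no number was missing between listed peaks, so removal after numbering does not account for the share in genes there.

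Of the 3303 positions, 1619 were exonic and 1543 were intronic. The exonic count is the same number as the count quoted from the study above for introns. The annotation and the order of classes used here differ from those of Homer. The 1619 positions combine 768 in coding exons, 142 in 5' UTRs, 443 in 3' UTRs and 266 in noncoding exons. The study's figure keeps exons and both UTRs apart, so exchanging its exon and intron classes would not correspond to this combined count. With canonical transcripts only, 1312 positions were exonic and 1850 were intronic, so the match depends on the annotation. Neither coincidence nor an exchange of classes was tested directly.

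Peaks on chromosomes 7 and 20 were mostly exonic. For chromosome 20, the bin size of the peak caller is argued against as the cause. Chromosome 20 had 5.19% intronic positions (95% CI 2.04 to 12.6), while chromosomes 3, 10 and 22, with the same grid of starts, had 45.6%, 54.1% and 47.8%. Chromosome 7 had 10.8% intronic positions. No other chromosome with most peaks had its bins of 205 bases, so the role of bin size could not be judged there. A difference in another setting or in the filtering between chromosomes remains open and was not tested.

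FNDC3B held 54 peaks, and gene length does not account for them, since the largest number in 1000 random placements was 11. The gene overlaps the densest 500-kb bin of the list, which held 44 peaks in FNDC3B and its neighbour PLD1. Amplification or strong transcription of the region in these cells could each raise the count, and the list cannot separate them from binding. Another dense stretch, chosen after its counts were seen, lay on chromosome 10 between 3165502 and 3846401. Its 2 bins held 24 and 25 peaks, of which 18 and 16 lay in no annotated gene. No explanation was tested for it.

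The poly(A)-like motif was less common in peaks than in windows of the same gene. GC content is argued against as the whole cause, because the difference was still −1.85 percentage points against GC-matched windows (exact McNemar p = 0.000222). Exons and Alu repeats are both candidate explanations. The difference shrank to −0.659 points against windows of the same feature class and to −0.787 points in pairs without an Alu marker, and neither passed the threshold. Alu elements often end in a run of A, and 7.28% of peaks against 17.1% of windows had an Alu marker (exact McNemar test, adjusted p = 3.69e-34). Among intronic peaks and intronic windows the Alu marker was still less common in peaks, with 10.1% against 16.7% (exact McNemar p = 5.45e-08). Reads from repeats that map to many places may have been lost before calling, which was not tested. For the CCA(G/C/U)C motif the difference against any window of the same gene did not pass the threshold. Matching on GC content brought out a lower share in peaks, by −2.74 points (exact McNemar p = 0.00820), and in pairs without an Alu marker the difference was 1.61 points (exact McNemar p = 0.203). With no starting difference to remove, these tests do not decide whether GC content or Alu elements shape the share of this motif in peaks.

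More genes of the cell cycle list had a peak than in random lists. A candidate explanation is that abundant transcripts are called more often. For this explanation, 25 of 211 ubiquitous machinery genes had a peak, against 14.3 in lists matched on length and chromosome (permutation p = 0.0006). By contrast, 3 of 700 genes of tissue-restricted families had one, against 17.9 (permutation p = 0.0002, the smallest the draws can give). The excess of cell cycle genes therefore may reflect expression rather than a preference of MTR4, and a list matched on expression would be needed to separate them.

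Further hypotheses on where MTR4 acts were tested. If peaks as a whole marked short promoter-proximal RNAs, they would lie toward the 5' end of genes. The median relative position was 0.570 of the gene length from the 5' end, against 0.500 for random placement in the same genes (permutation p = 0.002). Both ends were enriched when genes were cut into 10 equal parts, with 13.8% of peaks in the 5' part and 18.8% in the 3' part, against 10.0% at random in each. Intronic peaks had a median of 0.477 against 0.479 in introns at random (permutation p = 0.913). Both medians argue against a 5' position of the peaks as a whole, but not of a subset. Exons are argued against as the whole cause of the excess in the 5' part, because 13.7% of intronic peaks lay there, against 9.93% of random placements in introns of the same genes (permutation p = 0.002, the smallest the draws can give). A subset of peaks near the start of genes, and its cause, remain open. If peaks marked small RNAs hosted in introns, they would overlap small RNA genes more often than windows do, and the difference was −0.121 points (0.364% against 0.485%, exact McNemar p = 0.572). If peaks lay at pyrimidine tracts of the kind PTBP1 binds, runs of at least 15 C or T would be more common in peaks, and the difference was −0.758 points (14.6% against 15.4%, exact McNemar p = 0.405). The sign of this difference depended on the windows. Tracts were less common in peaks than in GC-matched windows (14.9% against 17.4%, exact McNemar p = 0.0106). The difference turned to 0.593 points against windows of the same feature class (exact McNemar p = 0.535) and to 0.708 points in pairs without an Alu marker (exact McNemar p = 0.486).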
